A study of Drosophila melanogaster with 9 samples. Its data were reported in "Acetyltransferase Enok regulates transposon silencing and piRNA cluster transcription" (2021).

How the data were processed

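Small RNA libraries had been sequenced from total RNA of egg chambers within a set range of stages, according to the study's methods. These came from ovaries of Drosophila melanogaster females carrying germline clones, in which germline cells were made homozygous for 1 chromosome arm by mitotic recombination. The 3 groups were wild-type clones (WT) and clones of the enok1 and enok2 alleles, with 3 libraries each. The enok gene encodes a histone acetyltransferase, and both alleles carry mutations in it. Groups and replicate numbers were taken from the sample labels, and no batch was named there.

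According to the study's methods, the authors processed the reads with the small RNA mode of the piPipes pipeline on the UCSC dm3 genome, allowing no mismatch and using only unique mappers, and normalized them to the microRNAs (miRNAs) of the same library. The deposited tables hold these values as a signal on a linear scale that is never negative, called abundance here, with 1 column per library and no pooling of replicates. Abundances are given per piRNA cluster, a genomic region from which long precursors of PIWI-interacting RNAs are made, and per genic feature, each in 1 table for the sense and 1 for the antisense strand. A cluster is named by its number, except 42AB (cluster 1) and flam (cluster 8, flamenco). The position of clusters was not used here. The genic features were found from their identifiers to be 3′ untranslated regions (UTRs) of RefSeq transcripts, 82 of the 8510 being features of non-coding RNAs.

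The study's methods describe unique mappers for the abundances of clusters and genic regions alike, but the deposited values look like those of reads shared out between several positions. In each library the low 3′ UTR values gathered at multiples of a step, taken as the value of 1 read, which lay between 0.271 and 0.485. Between 31.6% and 39.6% of low values were whole steps, against 3.09% to 5.53% by chance, so most values are no whole number of reads and whole reads could not be recovered. In addition, the tables hold abundances above 0 in WT for clusters 110 and 128, which the study's text describes as without uniquely mapping reads in WT. Divided by the step, the clusters of a library held between 810326 and 1448667 read equivalents. An abundance is relative to the miRNAs of its library, so a change in miRNA level would move every cluster of that library alike. Reads shared out between repeated sequences can make clusters with related sequences move together.

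Abundances were compared on the scale of log2(abundance + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without an intensity trend), with only the 2 groups compared in each fit, separately for each strand. A fold change on this scale understates the change of a low feature. P-values were adjusted by the Benjamini-Hochberg method over the features tested on that strand, and a feature was called at an adjusted p under 0.05. All 140 clusters had reads in WT, so none was left out. Clusters 70 and 107 were not analysed here. limma pools the variance of all features, and in 5 of the 6 cluster fits it gave every cluster the same standard error. The adjusted p-values of clusters from those fits are therefore very small for large changes. The adjusted p from each feature's own residual variance (4 degrees of freedom) is also given for some of the named clusters. This second test was chosen after seeing the data. The enok2 and enok1 libraries were also tested against each other.

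Of the 3′ UTR features, 4601 remained after those with the same chromosome, start, strand and values were counted once. The identifiers give a start without an end, so identical values replaced the end in this rule. The test covered 3′ UTRs with a mean abundance of at least 10 over the 9 libraries, 298 on the sense and 23 on the antisense strand. Gene symbols came from a table of RefSeq transcripts of the Release 6 assembly, used for names only, which matched 8346 of the 8510 features (98.1%). Chromosomes and starts are those of the dm3 identifiers.

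Totals over clusters, the share of 42AB and its ratio of sense to antisense were compared by 2-sided exact permutation tests of the difference in means. With 3 libraries against 3, the smallest p these can give is 0.1. Overlaps of calls and correlations between the mutants were set beside 100 draws of simulated unchanged groups against the same WT libraries, because both comparisons share these. The limma step was tested on simulated data with known changes. At a log2 change of 1 it recovered 97.1% of the 35 changed clusters on the sense strand, 100% on the antisense strand, and 90.5% of the 74 changed sense 3′ UTRs. At a log2 change of 0.5 the shares were 62.9%, 68.6% and 16.2%. Noise was drawn independently for each feature, with a spread taken over all 3 groups and no offset shared by a whole library. These shares therefore need not hold for enok1 or enok2 alone.

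The clusters named in the text are a fixed list (42AB, 2, 5, flam, 11, 29, 33, 42, 73 and 78) and, per direction, the 3 with the largest mean log2 fold change over both strands and both mutants among clusters called alike on both strands in both mutants. The rule as written described the list as clusters named by the study's text. That holds for all on the list except flam, and clusters 131 and 137, which that text also names, were not on it. For 3′ UTRs, the 3 with the largest mean log2 fold change per direction and strand among those called in both mutants are named. This rule, the tests and the alternatives were fixed before the data were examined, except where stated. The alternatives were other pseudocounts (0.1 and 5), other filters, 3 other scalings of the libraries, all 9 libraries in 1 fit, an intensity trend, the replicate number as a block, a fold change minimum and leaving out each library in turn. Tests on whole read counts were planned and not run, since whole reads could not be recovered, and the merging of overlapping transcripts was not run, since ends were not given. Marker lists of 9 chorion and 6 vitelline membrane genes were written down for 1 test in the closing section. Other statistics used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.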

Results

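The levels of small RNAs from 140 piRNA clusters and from 3′ UTRs were compared between ovaries with WT, enok1 and enok2 germline clones, with 3 libraries in each group. PIWI-interacting RNAs (piRNAs) are small RNAs that silence transposons in the germline, and piRNA clusters are the genomic regions that give rise to most of them. The clusters 42AB and flam are named sources of piRNAs, and both enok alleles affect the histone acetyltransferase Enok. The comparison rests on abundances that the authors normalized to the miRNAs of each library. The summed abundance of all clusters on both strands was 567965 ± 17097 in WT, 372074 ± 62446 in enok1 and 413563 ± 22860 in enok2 (mean ± SD, n = 3 libraries each). In read equivalents, the clusters held between 979786 and 1110061 in the enok1 libraries, between 810326 and 1043402 in the enok2 libraries and between 1372274 and 1448667 in the WT libraries. Replicates differed by a median of between 0.06 and 0.48 on the log2 scale across sense clusters, depending on the pair. The widest spread was in enok1, where replicate 1 had a total of 301140 against 418759 and 396324 in replicates 2 and 3. The enok gene itself had no 3′ UTR analysed here.

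Total piRNAs from clusters were examined first. On the sense strand they amounted to 313303 ± 10701 in WT (SD, n = 3), and fell to 217246 ± 36128 in enok1 (69.3% of WT) and 240107 ± 14177 in enok2 (76.6%). On the antisense strand they amounted to 254661 ± 6633 in WT, 154829 ± 26340 in enok1 (60.8%) and 173456 ± 8894 in enok2 (68.1%). All 3 libraries of each mutant lay below all 3 WT libraries on both strands. The 2-sided exact permutation p was 0.1 in each of these comparisons, the smallest that 3 libraries against 3 can give. Of the alternatives fixed before the data were examined, leaving out 42AB moved the totals most, after which the sense total was 82.4% of WT in enok1 and 90.8% in enok2.

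**Figure D1:**
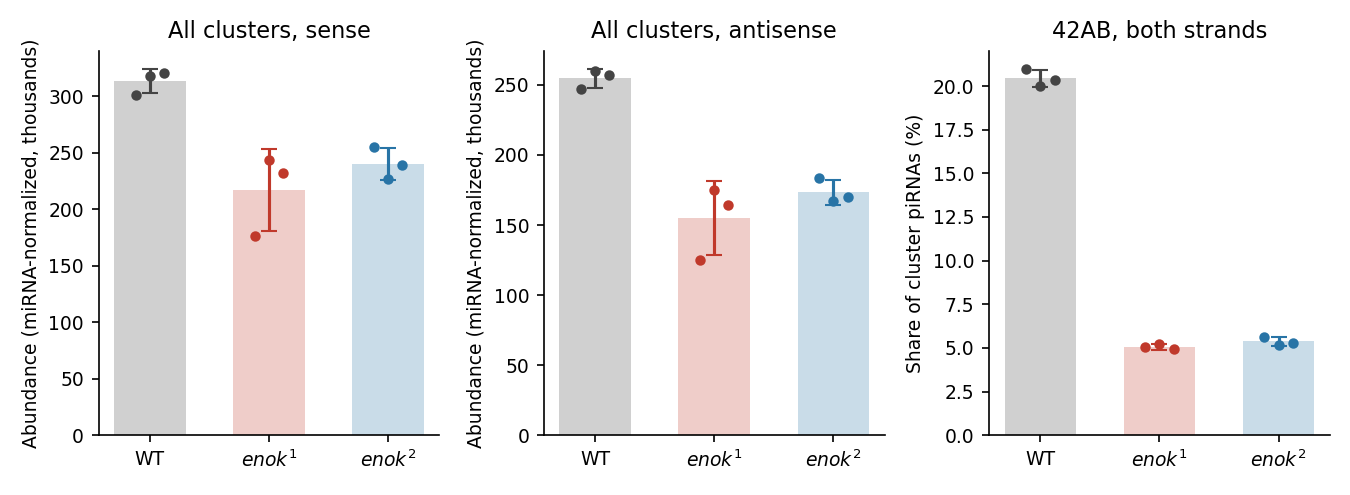
Abundance summed over all clusters on the sense and antisense strands (normalized to miRNAs) and the share of 42AB in cluster piRNAs (percent) in WT, enok1 and enok2. Bars are means, error bars are SD and points are the 3 libraries of a group. The share of 42AB is 20.4% in WT, 5.08% in enok1 and 5.38% in enok2.

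The cluster 42AB contributed the most piRNAs of any cluster in WT, and its share does not depend on the normalization to miRNAs. Its share of all cluster piRNAs was 20.4% ± 0.48 in WT (SD, n = 3), 5.08% ± 0.17 in enok1 and 5.38% ± 0.25 in enok2 (exact permutation p 0.1 for each mutant). The loss at 42AB was 97171 abundance units in enok1 and 93802 in enok2, which equals 49.6% and 60.8% of the net fall of the cluster total. Cluster 11 made up another 17.8% and 20.8%. Without these 2 clusters, a choice made after seeing the data, the total was 84.5% of WT in enok1 (exact permutation p 0.1) and 93.1% in enok2 (exact permutation p 0.2).

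The strands of 42AB were then compared. Sense piRNAs of 42AB fell from 62198 ± 1397 in WT to 10256 ± 2093 in enok1 and 12129 ± 1345 in enok2. Antisense piRNAs fell from 53883 ± 695 to 8654 ± 1343 and 10150 ± 929. The ratio of sense to antisense was 1.15 ± 0.034 in WT, 1.18 ± 0.063 in enok1 and 1.19 ± 0.027 in enok2. On the log2 scale the ratio was higher than in WT by 0.03 in enok1 (exact permutation p 0.6) and by 0.05 in enok2 (exact permutation p 0.2), so a difference between the losses on the 2 strands was not resolved with 3 libraries per group. With 1 library left out, the difference in enok1 ranged from −0.0007 without enok1 replicate 2 to 0.07 without enok1 replicate 1, and in enok2 from 0.03 without WT replicate 2 to 0.07 without WT replicate 3.

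How many clusters changed was asked separately for each strand and mutant. On the sense strand, 62 of the 140 clusters (44.3%) were lower and 25 (17.9%) were higher in enok1 than in WT (limma, adjusted p under 0.05). In enok2, 71 (50.7%) were lower and 38 (27.1%) were higher. On the antisense strand, 66 clusters (47.1%) were lower and 19 (13.6%) were higher in enok1, and 76 (54.3%) were lower and 33 (23.6%) were higher in enok2. Most changes were small, since 87.1% of sense and 86.4% of antisense clusters lay within 2-fold of WT in enok1, and 82.9% on each strand in enok2. The median log2 fold change of all clusters was −0.29 and −0.20 on the sense strand and −0.35 and −0.24 on the antisense strand, in enok1 and enok2.

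The balance of lower and higher calls depended on the scaling. When libraries were scaled by the median of ratios over clusters, which brings the median log2 fold change to between −0.02 and 0.05, the sense calls were 53 lower and 54 higher in enok1 and 55 lower and 59 higher in enok2. The antisense calls were then 47 lower and 45 higher in enok1 and 59 lower and 52 higher in enok2. Scaling to the sum of all clusters, in which the loss of 42AB raises the share of every other cluster, gave more higher than lower calls: 25 lower and 83 higher on the sense strand in enok1, and 31 lower and 86 higher in enok2. For antisense clusters this scaling gave 34 lower and 84 higher in enok1 and 37 lower and 82 higher in enok2, and it moved the median log2 fold change to 0.34 and 0.26 on the sense strand and 0.27 and 0.22 on the antisense strand. Scaling to sense flam gave 64 lower and 29 higher in enok1, and 55 lower and 36 higher in enok2. With each cluster's own variance in place of the pooled one, 35 sense clusters were lower and 9 higher in enok1, and 62 were lower and 31 higher in enok2. On the antisense strand 45 were lower and 4 higher in enok1, and 70 were lower and 29 higher in enok2.

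The number of higher clusters in enok1 also depended on single libraries. Without WT replicate 1, 15 sense and 8 antisense clusters were higher in enok1, and without enok1 replicate 1, the library with the lowest total, 29 antisense clusters were higher.

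Clusters that changed alike in both mutants were counted next. On the sense strand 61 clusters (43.6%) were lower and 24 (17.1%) were higher in both, and on the antisense strand 64 (45.7%) were lower and 19 (13.6%) were higher. No cluster was called in opposite directions in the 2 mutants on either strand. In 100 draws of simulated unchanged groups against the same WT libraries, a mean of 1.46 sense and 0.01 antisense clusters were lower in both, and a mean of 0.03 sense and 0.97 antisense clusters were higher in both. The simulation included offsets of whole libraries of the observed size, and 1 draw had as many as 118 sense clusters lower in both. On both strands in both mutants, 46 clusters (32.9%) were lower and 13 (9.3%) were higher, and the other 81 (57.9%) were not called alike in all 4 fits. Of the 46, 33 were also lower and called after scaling by the median of ratios, 19 after scaling to the cluster sum and 26 with each cluster's own variance. Of the 13, all 13 were also called higher under both of these scalings. Both scalings raise mutant values against WT, so this outcome was nearly fixed in advance. None of the 13 was called with each cluster's own variance, where 9 clusters were higher at an unadjusted p under 0.05 in all 4 fits. Without WT replicate 1 or without enok1 replicate 3 the count of 13 fell to 7, and without enok1 replicate 1 it was 20. The counts of clusters higher in both mutants were 14 on the sense and 8 on the antisense strand without WT replicate 1.

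Fold changes of the 2 mutants were compared across clusters, which are not independent replicates. Pearson's r was 0.97 on each strand, and Spearman's rho was also 0.97. The simulated unchanged groups, which share the WT libraries in the same way, gave a mean r of 0.49 on each strand and at most 0.71 on the sense and 0.72 on the antisense strand. The sense and antisense fold changes of the same clusters correlated with r of 0.82 in enok1 and 0.86 in enok2. In enok1, 2 clusters were higher on the sense and lower on the antisense strand. In enok2, 3 clusters were so, and 1 cluster was lower on the sense and higher on the antisense strand.

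**Figure D2:**
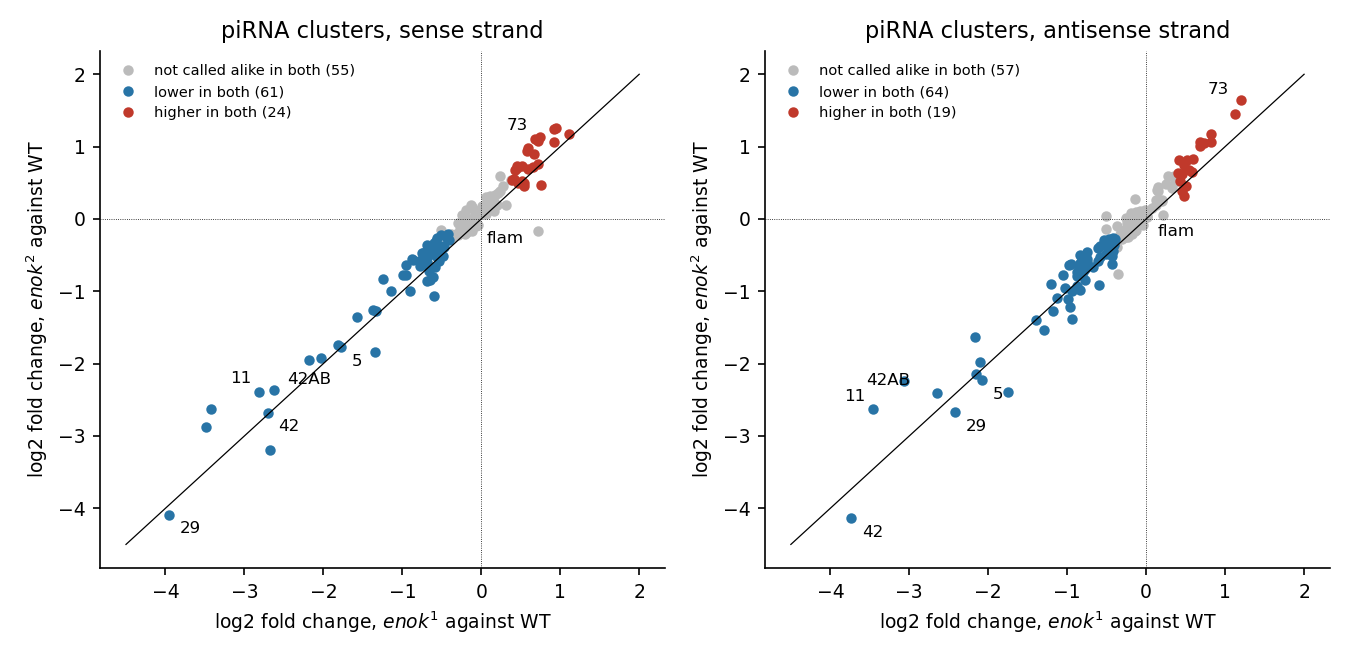
Log2 fold change against WT in enok1 (x axis) and enok2 (y axis) for each of the 140 clusters on the sense (left) and antisense (right) strand, on the scale of log2(abundance + 1). Blue points are lower in both mutants (61 sense, 64 antisense), red points are higher in both (24 sense, 19 antisense), grey points are not called alike in both, and the solid line marks equal change.

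Among the named clusters, 42AB had a log2 fold change on the sense strand of −2.62 (SE 0.18) in enok1 (limma adjusted p 1.65e-39, and 1.95e-03 with its own variance) and −2.36 (SE 0.09) in enok2 (5.71e-99 and 2.00e-04). Its antisense log2 fold changes were −2.65 and −2.41, with adjusted p-values of 1.05e-03 and 2.53e-04 from its own variance. Cluster 11 was read mostly on the antisense strand in WT, where its abundance of 35793 ± 2019 fell to 3291 ± 571 in enok1 and 5842 ± 1057 in enok2. These were log2 fold changes of −3.46 and −2.63 (1.05e-03 and 5.62e-04 from its own variance). Cluster 29 had the largest fall of any sense cluster in both mutants. Its sense abundance of 761 ± 8.0 fell to 48.5 ± 7.7 in enok1 and 43.8 ± 1.9 in enok2, log2 fold changes of −3.95 and −4.09 (2.94e-04 and 5.07e-06 from its own variance). Cluster 42 had the largest fall of any antisense cluster in both mutants, from 259 ± 22.3 to 18.8 ± 4.2 and 14.3 ± 5.3, log2 fold changes of −3.73 and −4.14 (1.24e-03 and 6.99e-04). The clusters 42, 29 and 11 had the largest mean fall over both strands and both mutants, with mean log2 fold changes of −3.31, −3.28 and −2.82.

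Clusters 5, 33 and 78 were lower on both strands in both mutants. The sense abundance of cluster 5 fell from 16300 ± 292 to 4785 ± 546 in enok1 and 4772 ± 93.0 in enok2, log2 fold changes of −1.77 in both mutants. The sense log2 fold changes were −3.48 and −2.88 for cluster 33 and −2.67 and −3.20 for cluster 78. Every mutant library of clusters 42AB, 5, 11, 29, 33, 42 and 78 lay below all 3 WT libraries on both strands. These 7 clusters remained lower and called in both mutants on both strands under each alternative tried and whichever library was left out.

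Cluster 2 and flam changed little when normalized to miRNAs. Sense cluster 2 was at 28512 ± 684 in WT, 30873 ± 4626 in enok1 and 32441 ± 4634 in enok2, with limma adjusted p-values of 0.623 and 0.0621. Antisense cluster 2 was called higher in enok2 (log2 fold change 0.26, adjusted p 0.0280), but the adjusted p was 0.244 without WT replicate 1, 0.125 without WT replicate 3 and 0.291 without enok2 replicate 1. Sense flam was at 25703 ± 2792 in WT, 24627 ± 3488 in enok1 and 24375 ± 839 in enok2 (adjusted p 0.766 and 0.460). The clones were made in germline cells, and the cells in which flam is active were not examined here. Little change of flam therefore does not show that it is independent of Enok. Scaling to flam takes its level as equal in all libraries, which was not tested. The direction of sense flam depended on the scaling, and so did the size of the rise of sense cluster 2. The mean of sense cluster 2 did not fall with the cluster total, so its share of cluster piRNAs was larger in both mutants. After scaling by the median of ratios over clusters, which were mostly lower in the mutants, the log2 fold change was 0.27 in enok1 and 0.14 in enok2 for sense flam, and 0.44 and 0.39 for sense cluster 2.

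Clusters 73, 112 and 34 had the largest mean rise among clusters higher on both strands in both mutants, with mean log2 fold changes of 1.18, 1.09 and 1.05. The antisense abundance of cluster 73 rose from 813 ± 56.0 in WT to 1911 ± 466 in enok1 and 2539 ± 51.0 in enok2, log2 fold changes of 1.20 (SE 0.18) and 1.64 (SE 0.08). Every mutant library of these 3 clusters lay above all WT libraries on both strands. With each cluster's own variance, sense cluster 73 in enok1 (adjusted p 0.0654), sense cluster 112 in enok1 (0.0878) and antisense cluster 34 in enok1 (0.0832) were no longer called.

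**Figure D3:**
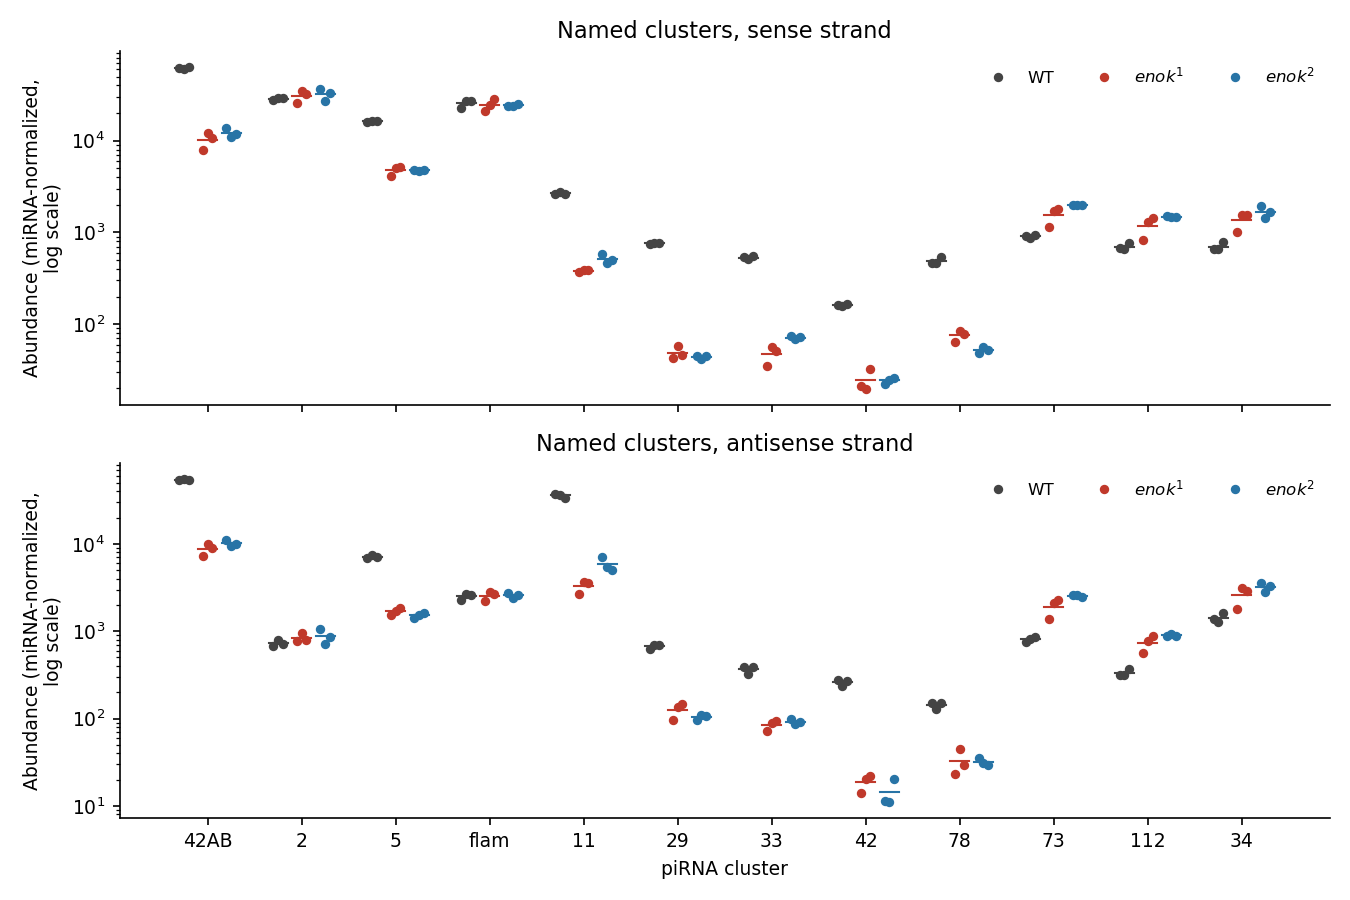
Abundance of the named clusters (normalized to miRNAs, logarithmic axis) on the sense (top) and antisense (bottom) strand in WT, enok1 and enok2. Points are the 3 libraries of a group and short lines are their means. For 42AB and clusters 5, 11, 29, 33, 42 and 78 the mutant libraries lie below those of WT, for clusters 73, 112 and 34 they lie above, and for cluster 2 and flam they overlap.

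The mutants were also compared with each other. Only 2 sense and 3 antisense clusters differed between enok1 and enok2 (limma, adjusted p under 0.05), while 13 clusters on each strand did so at an unadjusted p under 0.05. Without enok1 replicate 2 the sense count was 4, and without enok1 replicate 1 or without enok2 replicate 1 the antisense count was 0, with 17 and 3 clusters at an unadjusted p under 0.05. With each cluster's own variance none differed, and 7 sense and 4 antisense clusters had an unadjusted p under 0.05. Of the 140 clusters, 100% lay within 2-fold between the mutants on both strands.

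Small RNAs from genic regions were examined in 3′ UTRs. Their summed sense abundance was 28518 ± 1015 in WT, 29546 ± 2808 in enok1 (103.6% of WT, exact permutation p 0.6) and 30602 ± 170 in enok2 (107.3%, exact permutation p 0.1). The sum in enok1 depends on 1 chorion gene, Cp15, whose 3′ UTR was at 4271 ± 1456 in WT, 2075 ± 1031 in enok1 and 3968 ± 1437 in enok2. Without Cp15, a choice made after seeing the data, the sum was 113.3% of WT in enok1 and 109.8% in enok2 (exact permutation p 0.1 each). The summed antisense abundance was 1802 ± 83.2 in WT, 1598 ± 202 in enok1 (exact permutation p 0.2) and 1609 ± 38.4 in enok2 (exact permutation p 0.1). These sums are over all 8510 features, among which features with the same start and values count repeatedly. The median log2 fold change of the 298 sense 3′ UTRs tested was 0.11 in enok1 and 0.06 in enok2. Of these, 20 were lower and 55 higher in enok1, and 17 were lower and 53 higher in enok2. Scaling by the median of ratios over clusters, which raises all 3′ UTR values of the mutants, gave 12 lower and 117 higher in enok1 and 10 lower and 80 higher in enok2, with medians of 0.42 and 0.26. Without WT replicate 3, 8 were lower in enok2, and without enok2 replicate 3, 29 were higher in enok2. In both mutants 10 were lower and 40 higher, the latter from 31 genes, some with more than 1 3′ UTR among them. On the antisense strand, 7 of the 23 tested were lower and 4 higher in enok1 and 7 lower and 5 higher in enok2, of which 6 were lower and 4 higher in both. Without WT replicate 2, 3 were lower and 2 higher in enok1. Between enok1 and enok2, no 3′ UTR differed on either strand, and 21 of 298 sense and 2 of 23 antisense 3′ UTRs had an unadjusted p under 0.05.

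Among sense 3′ UTRs lower in both mutants, stnA (NM_001042851, start at 22387141 of chromosome X in dm3) fell from 42.8 ± 7.6 in WT to 5.85 ± 1.9 in enok1 and 7.59 ± 2.0 in enok2. Its limma adjusted p was 2.38e-05 and 9.83e-05. The non-coding RNA CR34335 (NR_047748, start at 3439895 of chromosome X) fell from 369 ± 38.4 to 98.2 ± 2.4 and 118 ± 18.5. CG12581 (NM_164313, start at 9772 of chromosome 3R) fell from 44.9 ± 3.6 to 13.5 ± 4.2 and 13.4 ± 0.71. The largest rises were at fok and Amun. The 3′ UTR of fok (NM_001201926, start at 20081606 of chromosome 2L) rose from 178 ± 18.6 in WT to 759 ± 103 in enok1 and 688 ± 69.4 in enok2 (adjusted p 2.38e-05 and 8.66e-05). An Amun 3′ UTR (NM_167298, start at 11604153 of chromosome X) rose from 12.2 ± 1.8 to 50.6 ± 16.1 and 59.2 ± 8.8. The next in rank was another 3′ UTR of Amun on the same strand (NM_001201650, start at 11604857), with log2 fold changes of 1.89 and 2.11.

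On the antisense strand, the largest falls in both mutants were at luna (NM_001273950, chromosome 2R, start 6865461), CG40191 (NM_001015175, chromosome 2RHet, start 392660) and scro (NM_001110931, chromosome 3LHet, start 251715). Antisense abundance at luna fell from 33.5 ± 6.8 to 13.1 ± 3.2 in enok1 and 10.8 ± 0.92 in enok2. The mean log2 fold changes of CG40191 and scro were −1.13 and −0.93. CG40006 (NM_001042936, chromosome 2L, start 22515149) rose from 1.81 ± 0.57 in WT to 19.2 ± 4.0 and 24.1 ± 1.0 (adjusted p 1.58e-08 and 2.20e-11). The WT level is a few read equivalents in each library. nAChRalpha4 (NM_001104199, chromosome 3L, start 23277031) and rl (NM_001110878, chromosome 2RHet, start 247465) rose with mean log2 fold changes of 1.19 and 1.02. In enok1, scro (adjusted p 0.125) and rl (0.114) were not called with their own variance, and both had an adjusted p of 0.0532 without WT replicate 2. For each of these named 3′ UTRs, the mutant libraries all lay beyond those of WT, in the direction of the change.

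**Figure D4:**
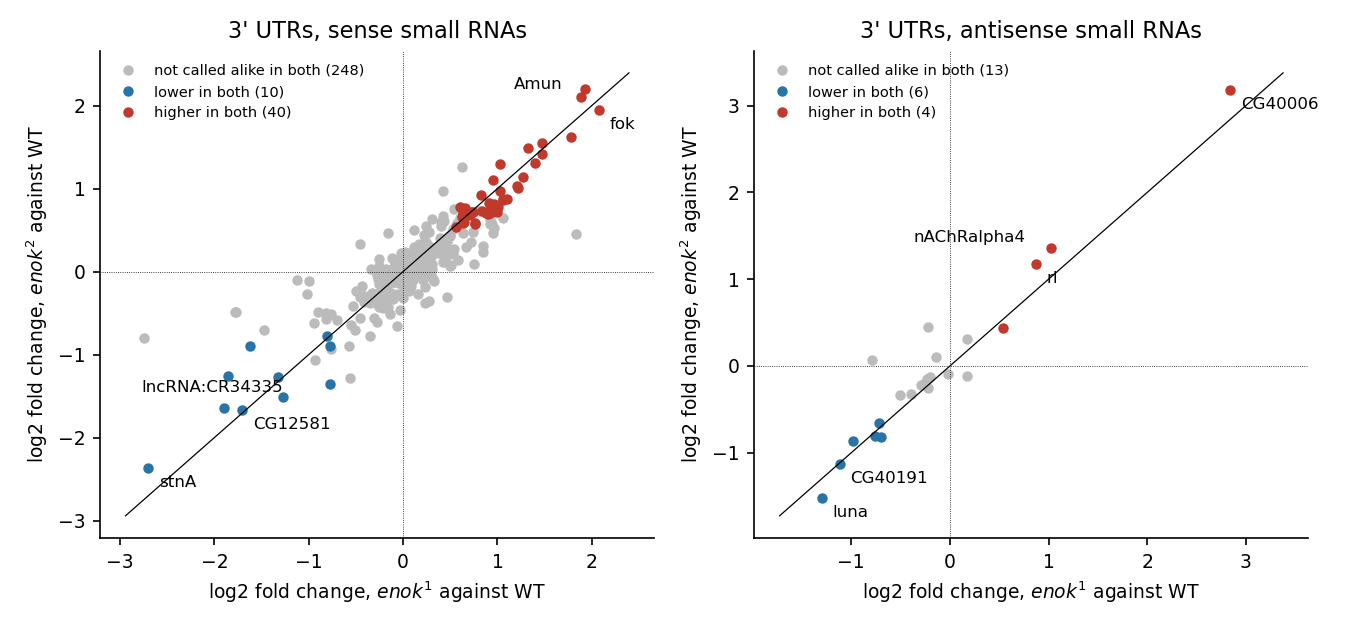
Log2 fold change against WT in enok1 (x axis) and enok2 (y axis) for 298 sense (left) and 23 antisense (right) 3′ UTRs with a mean abundance of at least 10. Blue points are lower in both mutants (10 sense, 6 antisense), red points are higher in both (40 sense, 4 antisense), grey points are not called alike in both, and the solid line marks equal change.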

Values the study reported

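The study tested 138 piRNA clusters using unique mappers. It reported that 63 of them (46%) on the sense strand and 67 (49%) on the antisense strand had lower piRNA levels in both mutants. It reported 56 clusters (41%) lower on both strands in both mutants, and 11 clusters (8%) higher on both strands in both mutants.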

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

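The tests of explanations in this part were all chosen only after the result was seen.

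Between enok1 and enok2, 5 cluster strands were singled out because the test of the difference between the mutants called them. Sense cluster 4 (log2 difference, enok2 minus enok1, 0.79, limma adjusted p 1.30e-03), antisense cluster 11 (0.83, 7.11e-04) and antisense cluster 97 (0.83, 7.11e-04) were higher in enok2, with a smaller loss from WT. Sense cluster 98 (−0.89, 2.31e-04) and antisense cluster 132 (−0.64, 2.84e-02) were lower in enok2. Sense cluster 98 was at 595 ± 44.6 in WT, 1005 ± 286 in enok1 and 528 ± 36.03 in enok2. Over the 17 other settings and omissions of a library, clusters 11, 97 and 98 were called in 14 each, cluster 4 in 13 and cluster 132 in 8. Among these settings, the fit without a filter repeated the main fit, as did a minimum mean abundance of 10 on the sense strand. With each cluster's own variance none of the 5 was called (adjusted p 0.615 on the sense and 0.793 on the antisense strand), so the calls rest on the variance shared by all clusters.

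The calls between the mutants were set against an arbitrary division of the libraries by counting calls in every split of the 6 libraries into 3 and 3. On the sense strand 1 of the 10 splits had as many calls as the real one, and on the antisense strand 1 of 10, in each case the real split itself, while another split had at most 0 sense and 1 antisense calls. An arbitrary division of the libraries cannot be told apart from a difference between the alleles, because 10 splits give no smaller share and the calls are few.

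The low level of enok1 replicate 1, which lies below the other enok1 libraries, is argued against as the whole cause. After scaling by the median of ratios over clusters, which removes that level, 4 of the 5 remained called. For antisense cluster 11, the share of all cluster piRNAs does not depend on the level of a library, and it was higher in enok2 than in enok1 by 0.524 percentage points. Its share was 0.875% to 0.896% in the 3 enok1 libraries and 1.23% to 1.61% in the 3 enok2 libraries. Antisense cluster 132 is lower in enok2, whereas a low enok1 library would make enok1 the lower one. Its log2 difference went from −0.64 to −0.764 after this scaling (SE 0.24), so the low library does not account for it, although it was no longer called (adjusted p 0.142).

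Leaving out enok1 replicate 1 itself, none of the 5 strands was called, while all 5 had an unadjusted p under 0.05. The adjusted p was 0.0598 for sense clusters 4 and 98, 0.101 for antisense clusters 11 and 97, and 0.262 for antisense cluster 132. The log2 differences were then 0.64 (SE 0.14) for cluster 4, 0.68 (SE 0.15) for cluster 11, 0.69 (SE 0.14) for cluster 97, −0.90 (SE 0.20) for cluster 98 and −0.69 (SE 0.22) for cluster 132. Leaving out enok2 replicate 1 instead gave similar differences for cluster 4 (0.65, adjusted p 0.296), cluster 11 (0.69, 0.196) and cluster 97 (0.70, 0.196), and −0.43 (0.988) for cluster 132, all 4 uncalled, while sense cluster 98 stayed called (−0.89, 1.44e-02). The calls of clusters 4, 11, 97 and 132, though not their directions, thus depend on single libraries of either mutant, and that of cluster 98 on enok1 replicate 1 but on no single enok2 library.

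Sense cluster 4 and antisense cluster 11 may not be independent results. Their log2 ratio had an SD of 0.0272 over the 9 libraries, while each of them ranged over 3.80 and 3.83 on the log2 scale. Sense cluster 4 held 34.4% to 36.6% of the abundance of antisense cluster 11 in every library, and this SD ranked 5 among 39060 pairs of cluster strands (median 0.37). That is consistent with reads shared between the 2 clusters and apportioned between repeated sequences, and joint regulation of the 2 was not excluded. The ratio of antisense cluster 97 to antisense cluster 11 was looser, at 12.7% to 17.3% (SD 0.20). A difference between the truncating and the missense allele stays open as the biological explanation for these strands and was not tested further.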

How the results depend on the processing

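The alternatives in this part were fixed before the data were examined, except the test with each feature's own variance, the totals without cluster 11 and the 3′ UTR sum without Cp15, which were chosen only after seeing the data. Of the 72 fold changes of named clusters and 3′ UTRs, 56 kept their direction and their side of adjusted p 0.05 under every alternative run for them and every omission of a library. For 3′ UTRs, a pseudocount of 5, scaling to the cluster sum or to flam, all 9 libraries in 1 fit and the intensity trend were not run. Under other settings 646 of these fits were the same, 4 reversed, 11 became called and 13 were no longer called. The 646 include settings that repeated the main fit, namely clusters without a filter and sense clusters with a minimum mean abundance of 10. With 1 library left out, 419 were the same, 6 reversed, 2 became called and 5 were no longer called. Unless stated, the cause of a change was not tested.

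The results that reversed all concern flam, which changed little when normalized to miRNAs. Its sense log2 fold change, −0.07 in both mutants, was 0.56 in enok1 and 0.39 in enok2 when libraries were scaled to the cluster sum, 0.27 and 0.14 when scaled by the median of ratios, and from −0.166 to 0.0391 in enok1 with 1 library left out. Its antisense log2 fold change, 0.01 in enok1 and 0.02 in enok2, lay from −0.0678 to 0.106 in enok1 and from −0.0533 to 0.0760 in enok2 with 1 library left out. Sense flam scaled to itself is fixed by construction and was not examined.

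Scaling to the cluster sum, in which the loss of 42AB raises the share of all others, gave in enok1 25 lower and 83 higher sense clusters and 34 and 84 antisense clusters. In enok2 it gave 31 and 86, and 37 and 82. In both mutants 23 were lower and 81 higher on the sense strand, 31 and 77 on the antisense strand, and 19 and 63 on both. Between the mutants 8 sense clusters differed. Scaling by the median of ratios gave 54 higher sense clusters in enok1, 59 in enok2 and 48 in both, and 45, 52 and 41 antisense clusters, with 30 higher on both strands in both mutants. Between the mutants 6 sense clusters differed. For 3′ UTRs this scaling gave 12 lower and 117 higher in enok1 and 10 lower and 80 higher in enok2 on the sense strand, and 3 lower in enok1 on the antisense strand. Scaling to sense flam left 0 sense clusters different between the mutants, with 24 at an unadjusted p under 0.05.

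With each feature's own variance, which leaves 4 degrees of freedom, 35 sense clusters were lower and 9 higher in enok1, and the counts in both mutants were also 35 and 9. On the antisense strand 4 were higher in enok1 and 4 in both mutants. On both strands in both mutants 26 were lower and 0 higher, with 37 and 9 at an unadjusted p under 0.05. Between the mutants 0 sense and 0 antisense clusters differed, with 7 and 4 at an unadjusted p under 0.05. Sense 3′ UTRs were then 6 lower and 32 higher in enok1 and 8 lower and 29 higher in enok2, and antisense 3′ UTRs 3 lower and 2 higher in enok1. With all 9 libraries in 1 fit, 4 sense and 5 antisense clusters differed between the mutants.

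Requiring an absolute log2 fold change of at least 1 keeps fewer clusters by construction. It left 17 lower and 1 higher in enok1 and 17 and 7 in enok2 on the sense strand, and 17 and 2 and 17 and 7 on the antisense strand. In both mutants it left 16 and 1 on the sense strand, 14 and 2 on the antisense strand, and 10 and 0 on both. Between the mutants 0 sense and 0 antisense clusters were left, with 13 and 13 at an unadjusted p under 0.05 before the fold change was required. A minimum mean abundance of 100 left 22 sense 3′ UTRs, with 3 lower and 7 higher in enok1 and 2 and 8 in enok2, and too few antisense 3′ UTRs for a fit. Without a minimum, 89 sense 3′ UTRs were higher in enok1 and 29 in enok2, and antisense 3′ UTRs were 32 lower and 11 higher in enok1 and 30 and 15 in enok2. Leaving out 42AB, the cluster total was 82.4% of WT on the sense and 72.8% on the antisense strand in enok1, and 90.8% and 81.3% in enok2. Leaving out cluster 11 as well, it was 83.2% and 86.6% in enok1, and 91.6% and 95.4% in enok2. The sense sum over 3′ UTRs, 103.6% of WT in enok1 and 107.3% in enok2, was 113.3% and 109.8% without Cp15, and from 105.4% to 109.3% in enok2 with 1 library left out. Among clusters except cluster 2 and flam, the share of 42AB was 6.04% in enok1 and 6.30% in enok2.

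Replicate numbers are shared between groups, and the evidence that they pair the libraries is mixed, so they were not used as pairs. Deviations of libraries with the same number correlated from −0.316 to 0.287 for sense clusters and from −0.245 to 0.246 for antisense clusters. For sense 3′ UTRs these correlations were from −0.0083 to 0.219 (median 0.11), with 5 of the 9 over 0.1, among them all 3 pairs of libraries numbered 1, against a median of −0.0439 for libraries with different numbers. With the replicate number as a block, 49 clusters were lower and 14 higher on both strands in both mutants, and 4 antisense 3′ UTRs were lower in enok1. No other count moved by more than 1.5 times under the block.

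Leaving out 1 library at a time, higher clusters numbered from 15 to 35 in enok1 on the sense strand and from 8 to 29 on the antisense strand. Clusters higher in both mutants numbered from 14 to 33 on the sense strand, from 8 to 28 on the antisense strand and from 7 to 20 on both. Clusters different between the mutants numbered from 1 to 4 on the sense and from 0 to 4 on the antisense strand. In enok2, lower sense 3′ UTRs numbered from 8 to 17 and higher ones from 29 to 48. In enok1, lower antisense 3′ UTRs numbered from 3 to 9 and higher ones from 2 to 4. The correlation between the mutants ranged from 0.969 to 0.978 on the sense and from 0.964 to 0.974 on the antisense strand.

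Tests on whole read counts and the merging of overlapping transcripts were not run. Small changes at 3′ UTRs are easily missed. In simulated data, changes of 0.5 on the log2 scale were recovered for 16.2% of 74 sense and 0% of 5 antisense 3′ UTRs, and changes of 1 for 90.5% and 80%, and the cause was not tested.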

Other observations

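In this part, the tests of strand balance, of reads shared with 42AB, of late egg chambers and of antisense small RNAs at 3′ UTRs were written down before their results were seen, and the other tests were chosen only after the result was seen.

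The number of calls against WT was set against an arbitrary division of the libraries by counting calls in every split of 6 libraries into 3 and 3. For clusters on the sense and on the antisense strand, 1 of the 10 splits, the real one, had as many calls as the real one in enok1 and 1 of 10 in enok2, and no other split had any call. For 3′ UTRs on the sense and on the antisense strand it was also 1 of 10 in each mutant. Between enok1 and enok2 no 3′ UTR was called, so trivially 10 of 10 splits had as many on either strand, and with 21 sense and 2 antisense 3′ UTRs at an unadjusted p under 0.05 this count says nothing. With 10 splits a share under 0.1 is out of reach, so these counts alone decide nothing for the calls against WT either. The size of the changes argues against an arbitrary division there. Sense 42AB, for example, was at 61091 to 63768 in the WT libraries and 7992 to 13594 in the 6 mutant libraries, and the correlation between the mutants was 0.97, against at most 0.72 in simulated unchanged groups.

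A different miRNA level in the mutant libraries would divide every abundance alike and move clusters and 3′ UTRs together. In the mutants the median cluster change lay below the median 3′ UTR change in all 6 libraries. Taken relative to its WT mean, this log2 difference averaged −0.377 over the 6 mutant libraries. It was −0.46 in enok1 and −0.29 in enok2 (exact permutation p 0.1 each), against an SD of 0.05 between WT libraries. A miRNA level alone therefore does not account for the lower cluster piRNAs. It also does not account for changes in both directions, since 46 clusters called alike in both mutants on both strands (33 lower and 13 higher) were also called so after scaling by the median of ratios. For the 13 higher clusters this was nearly fixed in advance, because that scaling raises mutant values against WT. A miRNA level that adds to the shift of all clusters was not excluded.

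The library enok1 replicate 1 had the lowest cluster total. If more miRNA reads were the reason, its clusters and 3′ UTRs would be low alike. Its median cluster change minus its median 3′ UTR change was −0.65, against −0.25 and −0.51 in the other enok1 libraries, a log2 difference of −0.269 to their mean. This comparison sets a single library against 2 that themselves differ (−0.25 and −0.51). The value of 1 read was 0.2713 in that library, against 0.3786 and 0.4045 in replicates 2 and 3, so more miRNA reads were counted in it. Its clusters held 1110061 read equivalents, against 1106144 and 979786, so cluster reads were not fewer in number. Sequencing depth was not used here, so a larger share of miRNAs and a smaller share of cluster piRNAs cannot be told apart.

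Clusters read from both strands were asked to lose more than clusters read from 1 strand. Across the 140 clusters, the share of the weaker strand in WT (median 38%) correlated with the log2 fold change with Spearman's rho of 0.0908 in enok1 (permutation p 0.29, adjusted p 0.43 over 6 relations) and 0.106 in enok2 (permutation p 0.21, adjusted p 0.42). Whether strand balance bears on the loss cannot be told apart from chance, because the correlations are small and clusters that share reads are not independent.

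Some clusters fell further than 42AB. At most 5 clusters in any of the 4 fits were lower than 42AB by more than the standard error, and over the fits these were clusters 4, 11, 29, 33, 42, 78 and 97. Only if all reads of 42AB fell alike would shared reads lower a cluster at most as far as 42AB itself, and this was not tested. The clusters are also chosen for their large fall. Shared reads and a loss of their own cannot be told apart for these or the other clusters, because sequences were not compared here.

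Sense 3′ UTRs of eggshell genes varied between libraries. The median log2 fold change of the chorion genes tested (5 of 9) was −1.13 in enok1 and −0.62 in enok2, and that of the vitelline membrane genes tested (3 of 6) was −1.48 and −0.49. If fewer late egg chambers were the reason, the chorion genes would vary together between the libraries of a group. The mean pairwise correlation of their deviations was 0.28, at the percentile 76.04 among 10000 random lists, and that of the vitelline membrane genes was 0.77, at 99.17. The median fold changes lay at the percentiles 0.04 and 0.24 for the chorion and 0.16 and 3.04 for the vitelline membrane genes, in enok1 and enok2, and all 8 genes tested had lower means in both mutants. Fewer late egg chambers and a change of these genes in the mutants cannot be told apart, because the fall coincides with the groups. The correlations within groups were also mixed. The 5 chorion genes did not vary together more than random lists did, whereas the 3 vitelline membrane genes did (percentile 99.17). If the mix of egg chamber stages did differ between the groups, the cluster totals and calls against WT could be affected too, which was not tested.

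Sense 3′ UTRs lower in both mutants were asked to hold small RNAs on both strands, as piRNA clusters do. Of the 10 lower 3′ UTRs in both mutants, 3 were past the antisense minimum, against 2 of the 288 others (Fisher's exact p 2.65e-04, adjusted p 5.30e-04). Of the 40 higher ones 0 did, against 5 of 258 others (exact p 1). The values that this explanation needs are there, though they rest on 3 of the lower 3′ UTRs. Reads shared out between these 3′ UTRs and clusters, or an overlap with a cluster, were not excluded. Sequences were not compared, and the position of clusters was not used.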
